A study of Caenorhabditis elegans with 36 samples. Its data were reported in "A transgenerational role of the germline nuclear RNAi pathway in repressing heat stress-induced transcriptional activation in C. elegans" (2016).

How the data were processed

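Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was carried out by the authors on young adult C. elegans of the wild-type strain N2 (WT) and of the hrde-1(tm1200) mutant, which lacks a working copy of the germline nuclear Argonaute HRDE-1. Each strain was kept as 1 lineage through a shift from 15 °C to 23 °C and back. Chromatin was taken at 6 generations: generation 3 at 15 °C before the shift (15C-G3), generations 2, 4 and 6 at 23 °C (23C-G2, 23C-G4, 23C-G6), and generations 1 and 2 after the return to 15 °C (p15C-G1, p15C-G2). From each of these 12 cultures there is an input library, a library from an antibody to RNA polymerase II phosphorylated at serine 2 of its repeated C-terminal domain (Pol II) and a library from an antibody to histone H3 trimethylated at lysine 9 (H3K9me3), 36 libraries in all. All belong to biological repeat 2 of the study. Its mRNA and small RNA libraries, and the first biological repeat, were not analysed here.

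The authors aligned single-end reads to the WS190 release of the C. elegans genome with Bowtie 0.12.7, as named in the submitters' processing notes, and kept perfect alignments on both strands. The deposited values are RPKM per gene and library, that is, reads of a gene divided by the total reads of the library in megareads (M) and by the length of the gene in kb, computed by the authors with no subtraction of input. ChIP reads carry no strand, so overlapping genes share their reads. The values of a gene step in multiples of what 1 read is worth when 999 bp are added to the gene length, so sequence on either side of each gene appears to be counted with it. With that length a median of 73.55% of genes per library came to whole reads within 0.02 reads, against 3.97% with no added length. In 5104 genes the estimated reads were off a whole number by over 0.05 in more than 50% of the libraries, as happens when reads that align to several copies are divided among them.

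The same steps give the depth. The Pol II libraries held an estimated 3.07 to 5.66 M reads, the H3K9me3 libraries 2.07 to 7.97 M and the input libraries 0.221 to 1.31 M. The median gene had 51 to 99 reads in Pol II, 48 to 162 in H3K9me3 and 5 to 34 in input. In a 2 kb gene 1 read was worth 0.0884 to 0.163 RPKM in Pol II, 0.0627 to 0.242 in H3K9me3 and 0.38 to 2.26 in input. Input therefore serves only as a coarse background. No gene was listed at 0 in any library. These depths cover counting error only, since PCR copies are not told apart.

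The table holds 20911 entries. Entries of 1 gene that differ by an isoform suffix were reduced to the first, which dropped 744 and left 20167 genes. Current names came from a RefSeq table of C. elegans genes, matched by sequence name for 19562 genes and left as in the table for 605. Coordinates are those of WS190 as deposited, written 1-based. Genes with a mean of at least 1 RPKM over the 12 libraries of a mark and over the 12 input libraries were tested, which removed 51 genes for Pol II and 0 for H3K9me3.

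Tests were made on log2(RPKM + 1) with limma 3.58.1 in R 4.3.3, with statmod 1.5.0. A log2 change is on that scale, and the added 1 understates the change of genes with little signal. For each mark 1 model was fitted over all 12 libraries with a mean for each of the 6 combinations of genotype and phase (15C, 23C, p15C), moderated with a mean-variance trend, leaving 6 residual degrees of freedom. The 15C phase has 1 library per genotype, p15C has 2 and 23C has 3, so a phase with 1 library is assumed to vary like the others. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and a gene was called at an adjusted p of 0.1 or less and a change of at least 2-fold, the thresholds the study states for temperature-sensitive genes. There were 9 comparisons per mark, including 2 interactions that compare the change in hrde-1 with that in WT. The replicates of a phase are successive generations of 1 lineage, so p-values measure the spread between these samples and not between independent cultures. The median SD within groups was 0.26 on the log2 scale for Pol II, 0.15 for H3K9me3 and 0.41 for input. Within a group, libraries correlated across genes at r = 0.931 to 0.983 for the ChIP libraries and 0.139 to 0.638 for input. No 2 libraries held identical values.

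The 19 gene lists, the comparisons, the thresholds and all but 4 of the alternatives were fixed before the data were examined. The nuclear RNAi-repressed heat-inducible genes (NHGs) were chosen by the study on mRNA of cultures from the same experiment, so their direction here is not independent evidence. The lists are the 39 high-stringent NHGs, the 17 of them near a long terminal repeat (LTR) retrotransposon, the 22 others, and the 6 cumulative NHGs (F40D4.13, F41G4.7, ZC15.10, F58H7.5, ZC15.3, C18D4.6). Further lists hold heat shock genes (19), genes of fatty acid metabolism (13), nuclear RNAi factors (15), ribosomal proteins (78), histones (70), cuticle collagens (162), F-box proteins (357), C-type lectins (257) and chemoreceptors (1374 tested for Pol II). Markers of other tissues or stages were germline (24), sperm (35), yolk and intestine (12), muscle (11), neurons (10) and zygotic embryonic genes (44). The fry test of limma asks whether the genes of a list move, on balance, one way, and does not compare the list with other genes. The camera test, which does, was run with a preset correlation of 0.01 and with an estimated correlation. Both were adjusted over the lists of a comparison. Counts adjusted over the list alone used the p-values of its members only.

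For the NHG lists, the median log2 value of the list was taken in each library, and the difference between hrde-1 and WT at the same generation was tested by an exact two-sided sign-flip permutation over the 6 generations. The change of a list against the 15C-G3 library of its genotype is the median ratio of RPKM + 1, with its percentile among 10000 random lists of the same size matched on mean level. It carries no p-value, since each ratio sets 1 library against 1.

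The genes named in a main comparison were, by rule, the 10 called genes with the largest rise and the 5 with the largest fall whose groups did not overlap, and at most 4 called members of each list. To these came hrde-1, the 6 cumulative NHGs and the temperature controls hsp-16.48 and fat-7 in every case. The main comparisons were hrde-1 against WT at 23C, 23C against 15C in each genotype, and p15C against 15C in hrde-1. Genes named in other comparisons, and genes singled out beyond the rule, were chosen after their values were seen.

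WT and hrde-1 libraries of 1 generation share a generation number in the labels. At 23C the deviations of the Pol II libraries from their group means correlated within generations 2, 4 and 6 at r = 0.71, 0.35 and 0.5, and with another generation at no more than 0.32. Those libraries were therefore taken as paired. At p15C the changes between the 2 generations correlated between genotypes at r = 0.53. For H3K9me3 the correlations were 0.1, 0.05 and 0.21 at 23C and 0.12 at p15C, and the libraries were not taken as paired. The fit with generation as a replicate block was an alternative for both marks. It was planned for hrde-1 against WT at 23C, and leaves 3 residual degrees of freedom. The changes between phases within a genotype set different generations against each other, so the block cannot enter them.

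Alternatives were pseudocounts of 0.5 and 2, no filter on low values, median centring, quantile normalization, subtraction of the log2 input value, moderation without a trend, every isoform entry, an adjusted p of 0.05, no minimum fold, each library left out in turn, the replicate block, a baseline of 15C-G3 with both p15C generations, and 23C-G4 with 23C-G6 only. Chosen after seeing the data were the fits with whole-read genes only, with both p15C-G1 libraries left out, with only the 6 libraries of 23C, and with the replicate block for hrde-1 against WT at p15C and 15C and for both interactions.

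The gene fit and the fry test were tested on simulated data in 4 of the 9 comparisons of each mark, with 10 simulations per comparison that held 200 changed genes among those tested, and the interactions were simulated only with the replicate block. The sign-flip test and the random lists were tested on unchanged values. For Pol II, 50.6% of 2-fold and 99.7% of 4-fold changes were recovered in hrde-1 against WT at 23C, 29.2% and 95.1% in 23C against 15C in hrde-1, 27.4% and 95.8% in WT, and 25.6% and 93.3% in p15C against 15C in hrde-1. For H3K9me3 the 4 comparisons recovered 49.3% to 51.5% of 2-fold and 100% of 4-fold changes. With the replicate block, tested in all 5 comparisons of genotypes, 38.6% of 2-fold and 98.5% of 4-fold Pol II changes were recovered in the heat interaction, and 34.9% and 97.2% in the persistence interaction. The share of calls that were unchanged genes was at most 9.34%. Without the block, the simulated noise was independent between libraries, and in all simulations it was independent between genes. The real Pol II libraries share changes within a generation, so these shares may not hold for the fits reported. Tables were handled with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.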

Results

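To ask how the germline nuclear RNAi pathway acts on transcription and heterochromatin during and after heat stress, Pol II and H3K9me3 ChIP-seq signals were compared between WT and hrde-1 through a shift from 15 °C to 23 °C and back. Each mark was measured in 12 libraries, 1 per genotype at 15C-G3, 3 per genotype at 23C (generations 2, 4 and 6) and 2 per genotype at p15C (generations 1 and 2). An input library from each culture gives the background. Values are the authors' RPKM, with the mean ± SD over the libraries of a phase. A phase with 1 library has no SD. The estimated depth was 3.07 to 5.66 M reads for Pol II, 2.07 to 7.97 M for H3K9me3 and 0.221 to 1.31 M for input. Input gave 0 called genes with limma in each of the 9 comparisons, and 661 to 2355 genes at an unadjusted p under 0.05.

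The hrde-1 gene itself (III:4172307-4176132) was read in every sample first. Its Pol II signal in WT was 189 RPKM at 15C-G3, 107, 135 and 121 at 23C-G2, 23C-G4 and 23C-G6, and 134 and 151 at p15C-G1 and p15C-G2. In hrde-1 the values at the same generations were 129, 84.8, 86.5, 76.5, 83.8 and 105, lower at each of the 6 generations. The means were 140 ± 28.2 in WT and 94.2 ± 19.4 in hrde-1 (SD, n = 6 each). Input was 11.8 ± 2.58 and 9.45 ± 1.77, and H3K9me3 3.17 ± 0.24 and 3.06 ± 0.342. Which part of the gene the tm1200 allele alters was not checked here, so these values are a weak check of the labels.

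The first comparison asks which genes HRDE-1 represses under heat. At 23C, Pol II rose in hrde-1 over 160 genes and fell over 11 of 20116 tested. The largest rise was at ZK262.9 (V:18440543-18441305), an NHG beside the LTR retrotransposon CER8, with 63.8 ± 8.3 RPKM in hrde-1 against 1.66 ± 0.13 in WT (SD, n = 3 each; log2 change 4.6, SE 0.23, limma adjusted p = 4.5e-08). C40A11.8 (II:2150553-2151291) had 56.5 ± 6.95 against 1.58 ± 0.212 RPKM, a log2 change of 4.48. Its neighbour math-18, a gene of the MATH domain family, had 53 ± 17.1 against 2.6 ± 0.985. The noncoding gene W03G1.8 (IV:527379-528583) had 78.4, 68.5 and 53.4 RPKM in the 3 hrde-1 libraries against 2.93 ± 0.441 in WT. F55B11.6, F49F1.7 and Y43F4A.3, the last an NHG at the retrotransposon CER9, rose by log2 changes of 3.94, 3.58 and 3.85. F07B7.1 and W09B7.1 share the same values, 109 ± 20.6 against 5.96 ± 2.02, so it is uncertain which of the copies changed. Of the 160 genes 70 (43.8%) had whole reads in most libraries, a lower share than the 15040 of 20116 tested, 8 had values identical to those of another gene, and together they lay at 92 loci when genes within 10 kb were joined.

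Among the 39 high-stringent NHGs 22 rose, 0 fell and 17 were not called (22 adjusted over the list alone; median log2 change 1.44, fry adjusted p = 5.9e-05, adjusted p = 0.002 with an estimated correlation). The study chose these genes on mRNA of the same experiment, so the count is not independent evidence. Of the 17 near an LTR 15 rose (15 adjusted over the list alone, median 1.89), among them F58H7.5 (IV:919990-920808) at the gypsy element CER3 with 33.6, 57.9 and 55.5 against 2.5 ± 0.299 RPKM and ZK262.8 with 38.2 ± 8.24 against 2.49 ± 0.226. Of the 22 others 7 rose (7 adjusted over the list alone, median 0.75), including Y53F4B.10 with 43.6 ± 10.2 against 3.07 ± 0.429, C44B12.6 with 17.7 ± 2.26 against 1.91 ± 0.613, Y77E11A.3 with 22.9 ± 4.14 against 5.73 ± 0.399, and faah-5, a fatty acid amide hydrolase gene, with 9.99 ± 1.71 against 2.5 ± 0.156. Of the 6 cumulative NHGs 4 rose (4 adjusted over the list alone): F58H7.5, ZC15.3 (25.8 ± 2.93 against 2.11 ± 1.01), ZC15.10 (29.7 ± 3.4 against 2.66 ± 1.37) and F41G4.7 (8.19 ± 0.887 against 2.38 ± 0.829). F40D4.13 and C18D4.6 were not called, at log2 changes of 0.24 and 0.79. Outside the NHGs, 8 of 1374 chemoreceptor genes rose (8 adjusted over the list alone), led by sru-17 (log2 change 2.15, SE 0.21), srg-65 (30.3 ± 1.44 against 7.72 ± 1.35), sru-21 and srz-11. Of 357 F-box genes fbxa-98 and fbxb-56 rose (2 adjusted over the list alone), and of 162 cuticle collagen genes col-157 rose, at 15.5 ± 0.605 against 6.46 ± 0.639 (1 adjusted over the list alone). fbxb-56 was no longer called without the hrde-1 23C-G6 library, without both p15C-G1 libraries (limma adjusted p = 0.13) or when the fit held only the 6 libraries of 23C (0.14). Subtraction of the shallow input left 109 genes called and ended the calls of col-157, fbxa-98, srg-65, sru-21 and srz-11.

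Of the 5 genes with the largest falls 4 were small heat shock protein genes, whose products are chaperones induced by heat, and the other was Y73B3A.20 (X:47799-48496, 5.05 ± 1.06 against 13 ± 1.77, log2 change -1.21). hsp-16.48 had 16.7, 6.49 and 9.99 RPKM in the hrde-1 libraries of 23C-G2, 23C-G4 and 23C-G6 against 30.9 ± 8.61 in WT (n = 3 each; log2 change -1.46, limma adjusted p = 0.018). hsp-16.49 (10.5 ± 4.69 against 30.5 ± 9.85), hsp-16.1 (9.67 ± 2.33 against 23.8 ± 6.06) and hsp-16.11 (9.58 ± 2.45 against 23.2 ± 5.99) fell with it, and since each pair of these genes holds near-identical copies the split of reads between them is uncertain. Of the 19 heat shock genes 4 fell and 15 were not called (6 fell adjusted over the list alone; median -0.55, fry adjusted p = 0.038, adjusted p = 0.048 with an estimated correlation). The list test did not pass with WT 23C-G2, WT 23C-G4, hrde-1 23C-G4 or hrde-1 23C-G6 left out (adjusted p = 0.15, 0.13, 0.14 and 0.14), and it did not pass when the fit held only the 6 libraries of 23C (adjusted p = 0.15) or without both p15C-G1 libraries (0.16). The calls of hsp-16.48 and hsp-16.49 were lost in these 2 fits and in that without a trend. The falls of the 4 hsp-16 genes and of Y73B3A.20 were no longer called after subtraction of input. The remaining called falls, singled out after their values were seen, were pck-1, the gluconeogenic enzyme phosphoenolpyruvate carboxykinase (log2 change -1.13), Y35H6.3 (-1.11), Y43C5B.2 (-1.09), tmed-12 (-1.09), C28A5.2 (-1.07) and Y35H6.1 (-1.07). fat-7, a stearoyl-CoA desaturase gene repressed at warm temperature, was not called (-0.3), nor was hrde-1 (-0.54). The other lists had 0 called genes at 23C, with median log2 changes of -0.35 for fatty acid metabolism, -0.18 for germline, 0.11 for sperm, -0.18 for yolk and intestine, 0.2 for muscle, 0 for neurons, 0.15 for zygotic embryonic genes, -0.09 for nuclear RNAi factors, -0.25 for ribosomal proteins, 0.28 for histones and 0.05 for C-type lectins. None of these passed the fry test (adjusted p from 0.46 to 0.84). With the generations paired in a replicate block, 180 genes were called, and the fatty acid, yolk, zygotic embryonic and F-box lists passed (fry adjusted p = 0.073, 0.057, 0.068 and 0.099; adjusted p = 0.14 to 0.3 with an estimated correlation). The heat shock list stood at a fry adjusted p of 0.057 with the block, and at an adjusted p of 0.14 with an estimated correlation. The fatty acid list also passed without hrde-1 23C-G2 (adjusted p = 0.028).

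**Figure D1:**
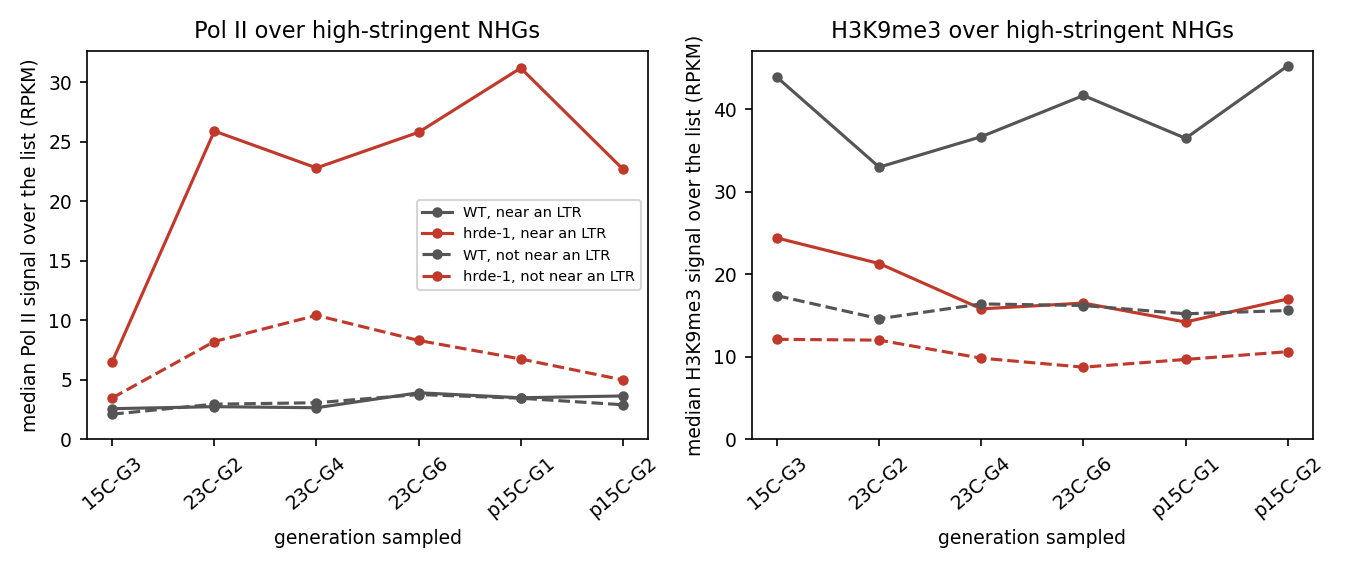
Median Pol II and H3K9me3 signal (RPKM) over the high-stringent NHGs near an LTR (17 genes) and not near an LTR (22 genes) at each of the 6 generations sampled, with 1 point per library and 1 line per genotype and list. At each generation hrde-1 lies above WT in Pol II and below it in H3K9me3.

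The second comparison asks how genes respond to heat without HRDE-1. The study collected young adults sooner after release of the larvae at 23 °C than at 15 °C. Any difference in stage or age at collection therefore cannot be told apart from heat, in either genotype. In hrde-1, Pol II rose over 36 genes and fell over 10 at 23C against the 15C-G3 library. ZK228.1 went from 2.43 RPKM at 15C-G3 to 26 ± 2.9 at 23C (SD, n = 3; log2 change 2.97, limma adjusted p = 0.0018). Among the NHGs, F58H7.5 went from 6.49 to a mean of 49 (log2 change 2.7, SE 0.33), ZK262.9 from 11.5 to 63.8 ± 8.3, Y53F4B.10 from 7.64 to 43.6 ± 10.2, and C44B12.6 from 2.75 to 17.7 ± 2.26, while R09H3.3, near the LTR element CER12, rose by a log2 change of 2.16 (SE 0.33). F21D9.8 (0.912 to 7.59 ± 1.06), ZK228.10 (7.17 to 33.2 ± 1.91) and K03D3.5 (1.11 to 7.29 ± 1.18) completed the largest rises with ZC15.10 (5.26 to 29.7 ± 3.4). The largest falls were at asp-12, an aspartyl protease gene (18.1 to 3.13 ± 0.0445), hil-8, a linker histone gene (23 to 6.05 ± 0.556), acdh-2, an acyl-CoA dehydrogenase gene (114 to 36.1 ± 8.72), cdo-1, a cysteine dioxygenase gene (18.9 to 6.53 ± 0.439), and col-140 (79.8 to 30.3 ± 3.19). Counts moved by over 1.5 times without some libraries: 338 genes without hrde-1 23C-G2, 225 without WT 23C-G2, 24 and 23 without WT p15C-G2 and WT p15C-G1, 19 without hrde-1 23C-G4 and 17 without hrde-1 23C-G6. Of the 20 named genes called, 9 lost their call without hrde-1 23C-G6, 8 without hrde-1 23C-G4, 7 without either p15C library of WT, col-140 and col-124 without WT 23C-G6, srz-29 without WT 23C-G4, faah-5 without either p15C library of hrde-1 and 0 without hrde-1 23C-G2, and input subtraction left 1 gene called. With the baseline of 15C-G3 and both p15C generations 16 of the 20 lost their call, among them F58H7.5 (log2 change 1.07), ZK262.9 (0.92), ZC15.10 (0.6) and ZC15.3 (0.47), as did 10 without both p15C-G1 libraries and 8 each without a trend or after quantile normalization. That baseline holds the p15C libraries, in which F58H7.5 and ZC15.10 were still above 15C-G3. A smaller change against it therefore cannot tell whether the heat response is weak.

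Of the 39 high-stringent NHGs 11 rose and 28 were not called (24 adjusted over the list alone; median 1.03, fry adjusted p = 0.0017, adjusted p = 0.017 with an estimated correlation), again not independent evidence. Of those near an LTR 7 of 17 rose (13 adjusted over the list alone), of the others 4 of 22 (11 adjusted over the list alone), including Y77E11A.3 and faah-5 at log2 changes of 1.68 and 1.32. Of the cumulative NHGs 3 of 6 rose, F58H7.5, ZC15.10 and ZC15.3 (6 adjusted over the list alone), while F41G4.7 (1.45), C18D4.6 (1.32) and F40D4.13 (1.24) were not called. Lists of other stages and tissues, none of which passed the fry test, were read in the same libraries. Of 70 histone genes 0 were called over all genes, but 31 rose and 1 fell adjusted over the list alone (median 1.12, fry adjusted p = 0.37). Some histone genes shared their values with another, as given below, so such counts are not all of separate genes. Of 44 zygotic embryonic genes 0 were called (3 rose adjusted over the list alone, median 0.42), and of 12 yolk and intestine genes 0 were called (4 fell adjusted over the list alone, median -0.81, fry adjusted p = 0.13). All 24 germline genes were lower (median -0.32, fry adjusted p = 0.37), with 0 called. col-140 and col-124 fell among 162 cuticle collagen genes (1 rise and 7 falls adjusted over the list alone), and srz-29 among the chemoreceptors (0 adjusted over the list alone). hsp-16.48 (log2 change 1.16, limma adjusted p = 0.53) and fat-7 (22.8 to 8.42 ± 3.43 RPKM, limma adjusted p = 0.12) were not called.

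In WT, the same comparison called 3 rises and 0 falls, and 1609 genes had an unadjusted p under 0.05. The genes were the neighbours lido-9 (14.2 to 34.7 ± 4.64 RPKM), lido-10 (15 to 36.5 ± 1.25) and lido-11 (II:3003977-3005519, 8.96 to 23.3 ± 0.869), with log2 changes of 1.22, 1.23 and 1.29 and limma adjusted p of 0.085, 0.051 and 0.085. All were also called in hrde-1, so that 3 rises were shared against 0.00537 for independent lists, a value that leaves out what libraries of a generation share, and 30 of the 36 rises and 10 of the 10 falls of hrde-1 had the same sign in WT. The calls of the lido genes rest on single libraries: 0 genes were called without WT 23C-G6, WT p15C-G1, WT p15C-G2 or hrde-1 23C-G6, 1 without hrde-1 p15C-G1 or hrde-1 p15C-G2, and 9, 8, 7 and 5 without WT 23C-G2, hrde-1 23C-G2, WT 23C-G4 and hrde-1 23C-G4. They were also lost under median centring, which removes the median change of all genes, 0.14 here, after input subtraction, without a trend and without both p15C-G1 libraries, and quantile normalization kept lido-10 alone. None of the 39 high-stringent NHGs was called (0 adjusted over the list alone; median 0.33, fry adjusted p = 0.44). The cumulative NHGs had log2 changes from 0.07 at F58H7.5 to 0.93 at F40D4.13. The neuron list passed the fry test (median 0.48, fry adjusted p = 0.066, adjusted p = 0.5 with an estimated correlation) with 0 of 10 genes called. Other lists did not, with medians of 0.44 for heat shock genes (2 rose adjusted over the list alone), 0.55 for sperm, 0.51 for muscle and -0.38 for germline. hsp-16.48 (13.6 to 30.9 ± 8.61) and fat-7 (20.3 to 10.2 ± 1.56) were not called.

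The difference between the responses of hrde-1 and WT was tested directly, first without pairing the generations. The study chose the NHGs on mRNA for heat induction in hrde-1 but not in WT, so their direction here is not independent evidence. Y53F4B.10 was called, with a change larger in hrde-1 by 2.63 on the log2 scale (SE 0.34, limma adjusted p = 0.064; -0.29 in WT and 2.34 in hrde-1), and 544 genes had an unadjusted p under 0.05. The NHGs as a list rose more in hrde-1 (median difference 0.81, 13 adjusted over the list alone, fry adjusted p = 0.059, adjusted p = 0.041 with an estimated correlation). Those near an LTR had a median difference of 1.08 (9 of 17 adjusted over the list alone), the cumulative NHGs 1.23 (3 of 6) and those not near an LTR 0.39 (4 of 22, fry adjusted p = 0.066). The test of the high-stringent list did not pass without WT 23C-G2, WT 23C-G4, hrde-1 23C-G4 or hrde-1 23C-G6 (adjusted p = 0.13, 0.15, 0.13 and 0.14), and the other 3 NHG lists likewise (adjusted p = 0.13 to 0.2), the cumulative NHGs also not without WT p15C-G1 or WT p15C-G2 (0.11 each). With 23C-G4 and 23C-G6 alone none of the 4 lists passed (adjusted p = 0.11 each), although 184 genes were called, 140 higher and 44 lower in hrde-1, among them 12 of the 39 high-stringent NHGs (14 adjusted over the list alone) and 31 of the 70 histone genes (43 adjusted over the list alone). With whole reads only neither the high-stringent list nor that not near an LTR did (0.11 and 0.52), and after input subtraction neither that list nor the cumulative NHGs did (0.12 each). By gene, 0 were called without WT 23C-G6, WT p15C-G1, WT p15C-G2, hrde-1 23C-G4 or hrde-1 23C-G6, and 5, 2 and 2 without WT 23C-G2, WT 23C-G4 and hrde-1 23C-G2. The histone list had a median difference of 1.25 (0 adjusted over the list alone, fry adjusted p = 0.51). With 23C-G4 and 23C-G6 alone, some histone genes had the same difference and SE, such as his-27 and his-49 (1.7, SE 0.37) or his-21 and his-51 (1.73, SE 0.36). Counts of histone genes are therefore not all of separate genes, and which copies changed is uncertain.

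With WT and hrde-1 of each generation paired in a replicate block, a fit of the interactions chosen after seeing the data, 188 genes were called with a higher change in hrde-1 and 95 with a lower one. Y53F4B.10 (limma adjusted p = 0.0018), ZK262.9 (difference of log2 changes 2.79, SE 0.29) and F58H7.5 (2.63, SE 0.38) were among the former, and the collagen genes col-160 (-2.5, SE 0.53) and col-93 (-2.22, SE 0.55) among the latter. Of the high-stringent NHGs 12 were called (14 adjusted over the list alone; fry adjusted p = 0.044, adjusted p = 0.13 with an estimated correlation), and of the 70 histone genes 35 (38 adjusted over the list alone; fry adjusted p = 0.13). The zygotic embryonic list was higher (median difference 0.49, 5 called, 9 adjusted over the list alone) and the yolk list lower (-0.64, 3 called, 3 adjusted over the list alone), each at a fry adjusted p of 0.044 and at 0.13 with an estimated correlation. This fit has 3 residual degrees of freedom, and the 1 pair at 15C is assumed to vary like the others.

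The third comparison asks whether the change persists after the return to 15 °C. In hrde-1, 3 genes rose and 0 fell at p15C against 15C-G3, with 1717 genes at an unadjusted p under 0.05, and all 3 are NHGs near an LTR. ZC15.10 went from 5.26 to 35.4 ± 1.9 RPKM (SD, n = 2; log2 change 2.54), ZC15.1 from 5.86 to 32.2 ± 7.68 (2.25) and F58H7.5 from 6.49 to 41.8 ± 17.7 (2.45), each at a limma adjusted p of 0.069. ZC15.3 missed the threshold at a log2 change of 2.07. F41G4.7 (1.07), C18D4.6 (0.95), F40D4.13 (0.67), hsp-16.48 (0.55), fat-7 (-0.89) and hrde-1 (-0.45) were not called. Of the 39 high-stringent NHGs 3 rose (14 adjusted over the list alone; median 0.67 beside 0.22 for all genes, fry adjusted p = 0.013, adjusted p = 0.22 with an estimated correlation). Those near an LTR had a median of 1.44 (10 of 17 adjusted over the list alone, fry adjusted p = 0.0079, adjusted p = 0.14 with an estimated correlation) and the others 0.45 (0 called, 4 adjusted over the list alone, fry adjusted p = 0.041, adjusted p = 0.33 with an estimated correlation). The cumulative NHGs had 2 of 6 called (4 adjusted over the list alone). In the same libraries 13 of 70 histone genes were higher adjusted over the list alone (median 0.75, 0 called), 41 of 44 zygotic embryonic genes were higher (median 0.54, 0 called), and the fatty acid and yolk lists had medians of -0.47 and -0.73 (0 called). No gene was called without hrde-1 p15C-G1, hrde-1 23C-G6, WT p15C-G1 or WT p15C-G2, and 12, 10 and 6 were called without hrde-1 23C-G2, WT 23C-G2 and WT 15C-G3. ZC15.10 and ZC15.1 were also lost without hrde-1 p15C-G2, and all 3 with a pseudocount of 0.5, after quantile normalization or input subtraction, without a trend and without both p15C-G1 libraries. Over the alternatives their log2 changes ran from 2.24 to 3.46 at ZC15.10, 1.95 to 2.95 at ZC15.1 and 2.02 to 3.14 at F58H7.5. The test of the NHGs not near an LTR did not pass without hrde-1 p15C-G1 (median 0.28) or with whole reads only (median 0.45).

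In WT, 19 genes rose and 1 fell at p15C, listed here after their values were seen. Of 162 cuticle collagen genes 3 rose: col-160 from 1.86 to 45.3 ± 2.87 RPKM (n = 2), col-93 by 3.21 on the log2 scale (SE 0.57) and col-80 from 11 to 66 ± 1.27 (33 rose adjusted over the list alone; median 0.67, fry adjusted p = 0.34). Of 257 C-type lectins clec-145 and clec-63 rose, at log2 changes of 2.74 and 1.66 (4 adjusted over the list alone). smd-1, which encodes S-adenosylmethionine decarboxylase, rose by 1.72, and F45D3.4 fell from 33.2 to 5.2 ± 3.39. Of the NHGs 0 were called (0 adjusted over the list alone, median 0.29 beside 0.18 for all genes). These calls rest on few libraries: 0 genes were called without WT p15C-G1 or WT p15C-G2, 2 without either p15C library of hrde-1, 7 without hrde-1 23C-G6, and 138, 78, 67 and 44 without WT 23C-G2, WT 23C-G6, hrde-1 23C-G2 and WT 23C-G4. The test of the difference between hrde-1 and WT in this change called 0 genes with limma (641 at an unadjusted p under 0.05, smallest adjusted p 0.349), and the NHG list had a median difference of 0.27 (11 adjusted over the list alone, fry adjusted p = 0.32). Without hrde-1 p15C-G2 that list passed (median 0.54, fry adjusted p = 0.06) and 2 genes were called, with 3, 1 and 1 called without WT 23C-G6, WT 23C-G4 and WT 23C-G2, and the list also passed after median centring or quantile normalization (fry adjusted p = 0.02 and 0.066). The fatty acid list had a median difference of -0.9 (4 lower adjusted over the list alone, fry adjusted p = 0.32). With the generations paired in a replicate block 144 genes were called higher and 155 lower for this difference. The high-stringent NHG list then passed (9 called, 13 adjusted over the list alone; fry adjusted p = 0.079), as did the fatty acid list (4 lower, 5 adjusted over the list alone; 0.079), the F-box list (15 higher and 3 lower, 52 and 9 adjusted over the list alone; 0.079), the zygotic embryonic list (6 higher, 10 adjusted over the list alone, median difference 0.43; 0.063) and the yolk list (5 lower, 6 adjusted over the list alone, median difference -0.95; 0.063), each at an adjusted p of 0.21 with an estimated correlation.

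Set against 15C-G3 library by library, the median Pol II ratio of the high-stringent NHGs in hrde-1 was 2.06, 2.25 and 2.07 at 23C-G2, 23C-G4 and 23C-G6, and 1.96 and 1.55 at p15C-G1 and p15C-G2, each at percentile 100 of 10000 random lists of matched level. In WT the ratios were 1.23, 1.15, 1.31, 1.28 and 1.22, with percentiles of 98.6, 93.1, 97.2, 92.1 and 99.6. The study chose these genes for heat induction of mRNA in hrde-1, so the percentiles are not independent evidence. The mean over the 5 later libraries was 1.98 ± 0.262 in hrde-1 and 1.24 ± 0.0618 in WT. After median centring it was 1.68 in hrde-1 and 1.01 in WT. For the NHGs near an LTR the ratios in hrde-1 were 2.66, 2.91, 2.62, 3.1 and 1.98. Histone genes stood at 1.15, 3.24, 2.88, 1.4 and 2.03 in the same hrde-1 libraries and at 0.703 to 1.25 in WT. Zygotic embryonic genes stood at 1.09, 1.54, 1.52, 1.77 and 1.27 in hrde-1, and yolk and intestine genes at 0.756, 0.513, 0.484, 0.51 and 0.71. The p15C-G1 Pol II library of hrde-1 had the narrowest range of signal, with an SD of log2 values over genes of 1.06 against 1.3 to 1.66 in the other 11. The heat and persistence comparisons of a genotype share its 15C-G3 library. Their changes correlated across genes at r = 0.71 in hrde-1 and 0.77 in WT, where 20 simulations with unchanged groups gave 0.71 for both, with covariances of 0.12 and 0.124 against 0.0843 and 0.0842 simulated. Part of any overlap between them may come from that library: 2 rises were shared in hrde-1, against 0.00537 for independent lists and 0.05 simulated.

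**Figure D2:**
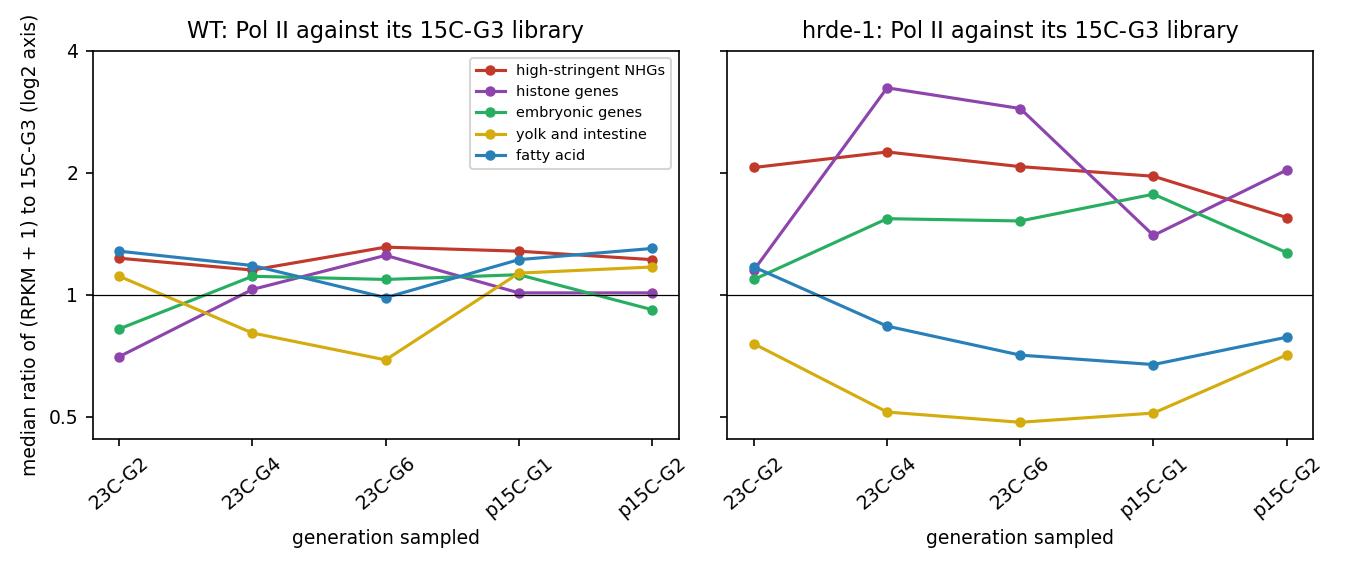
Median ratio of Pol II (RPKM + 1) to the 15C-G3 library of the same genotype (log2 axis) for gene lists at the 5 later generations, with hrde-1 and WT in separate panels and 1 point per library and list. In hrde-1 the high-stringent NHGs stay between 1.55 and 2.25 while the histone genes vary between 1.15 and 3.24.

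The contrast between genotypes was also made at 15C and p15C. At p15C Pol II rose over 166 genes and fell over 25 in hrde-1, and at 15C, with 1 library against 1, over 99 and 13. The genes named here for these phases were chosen after their values were seen. ZK262.9 had 60 ± 33.4 RPKM at p15C against 1.85 ± 0.489 in WT (SD, n = 2 each), W03G1.8 75.5 and 97.1 in the 2 hrde-1 libraries, and sosi-1 110 ± 32 against 10.4 ± 1.08. At 15C C40A11.8 had 82.5 against 2.13 and math-18 65.4 against 2.02. Of the 160 rises at 23C, 123 were also called at p15C, against 1.32 for independent lists, and 89 at 15C, against 0.787, in comparisons that share no library. The changes at 23C and p15C correlated at r = 0.54 across genes (covariance 0.055 against -0.000208 simulated). Of the high-stringent NHGs 15 rose at p15C (17 adjusted over the list alone; fry adjusted p = 0.00059, adjusted p = 0.027 with an estimated correlation) and 5 at 15C (11 adjusted over the list alone; fry adjusted p = 0.091, adjusted p = 0.28 with an estimated correlation). The 15C list test did not pass without WT 23C-G2 (adjusted p = 0.21), WT 23C-G4 or hrde-1 23C-G6 (0.19 each), hrde-1 23C-G2 (0.18), hrde-1 23C-G4 (0.17), or WT 23C-G6, WT p15C-G1 or WT p15C-G2 (0.11 each). Falls at p15C included fat-5, a palmitoyl-CoA desaturase gene (18 ± 4.22 against 96.5 ± 4.21), and the genes Y48E1B.8, Y43C5B.2, clec-145, twk-42 and smd-1, which had risen in WT at p15C. All 13 fatty acid genes were lower (1 called, 2 adjusted over the list alone, median -0.61, fry adjusted p = 0.087, adjusted p = 0.093 with an estimated correlation), and that test did not pass without either WT p15C-G1 (adjusted p = 0.18), WT p15C-G2 (0.44), hrde-1 p15C-G1 (0.38), hrde-1 p15C-G2 (0.11), WT 23C-G4 (0.15) or hrde-1 23C-G4 (0.13). Without WT p15C-G2 or hrde-1 p15C-G2, 113 and 107 genes were called. With the generations paired in a replicate block 242 genes rose and 50 fell at p15C and 442 rose and 167 fell at 15C, where neither the high-stringent NHGs nor those near an LTR then passed (fry adjusted p = 0.12 each). At p15C the zygotic embryonic, yolk and F-box lists (fry adjusted p = 0.036, 0.03 and 0.03) and those of neurons, nuclear RNAi factors, C-type lectins and chemoreceptors (0.071 each) passed with the block, but none did with an estimated correlation (adjusted p = 0.12 to 0.68). The 4 NHG lists and the fatty acid list still passed the fry test at p15C with the block (adjusted p from 0.0046 to 0.024), but stood at an adjusted p of 0.12 each with an estimated correlation. Median centring moved the share of rises among the calls at p15C from 86.9% to 68.5% (115 up, 53 down) and quantile normalization to 71.3% (164 up, 66 down), and centring moved that at 15C from 88.4% to 78.3% (72 up, 20 down).

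At 15C the falls gathered at the left end of chromosome X, where 12 of the 13 lay between positions 7582 and 197901, led by Y73B3A.20 (0.891 RPKM against 14.4, log2 change -3.02) and Y35H6.3 (0.658 against 10.4). At 23C 4 of 11 falls lay on X, all in that region. At p15C 12 of 25 lay on X, between positions 32451 and 17533978. Of these, Y35H6.3, Y35H6.1, Y73B3A.1, Y73B3A.20, Y73B3A.9, Y73B3A.10, tmed-12, chkr-2 and T08D2.8 were also among the falls of that region at 15C. The others were cept-1, C11H1.9 and F31A3.3. Input over this region was not examined as a set, and the 23C fall of Y73B3A.20 shrank to -0.48 after input subtraction. A low 15C-G3 value in hrde-1 also raises its change with heat. With 23C-G4 and 23C-G6 alone that change was larger in hrde-1 by 1.85 at Y73B3A.20 and 1.75 at Y35H6.3. tmed-12, in the same region, was called lower at 15C (-2.07) and at 23C (-1.09). The H3K9me3 rises at 23C, Y73B3A.1 (13.7 ± 1.18 against 5.76 ± 0.295, n = 3 each) and tmed-12 (7.21 ± 0.671 against 3.09 ± 1.12), also lay there, and so did those at p15C, Y73B3A.20 and T08D2.8. At 15C, where the falls in Pol II were deepest, 0 of the 20 H3K9me3 rises lay on X, and 10 falls lay at X:57929-240779. Y73B3A.18 (-1.1), Y73B3A.11 (-1.24), Y73B3A.9 (-1.14) and set-28 (-1.3) were among them. The others were AC8.4, AC8.3, AC8.7, AC8.11, AC8.10 and AC8.12, which start at 226651 or later, beyond the region of the Pol II falls. AC8.3, AC8.4, AC8.10 and AC8.11 are high-stringent NHGs, and AC8.7 and AC8.12 also lost H3K9me3 at 23C and p15C. tmed-12 was no longer called for H3K9me3 without WT 23C-G2 or hrde-1 23C-G6, with a pseudocount of 2, or after median centring, quantile normalization or input subtraction (lowest log2 change 0.43).

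**Figure D3:**
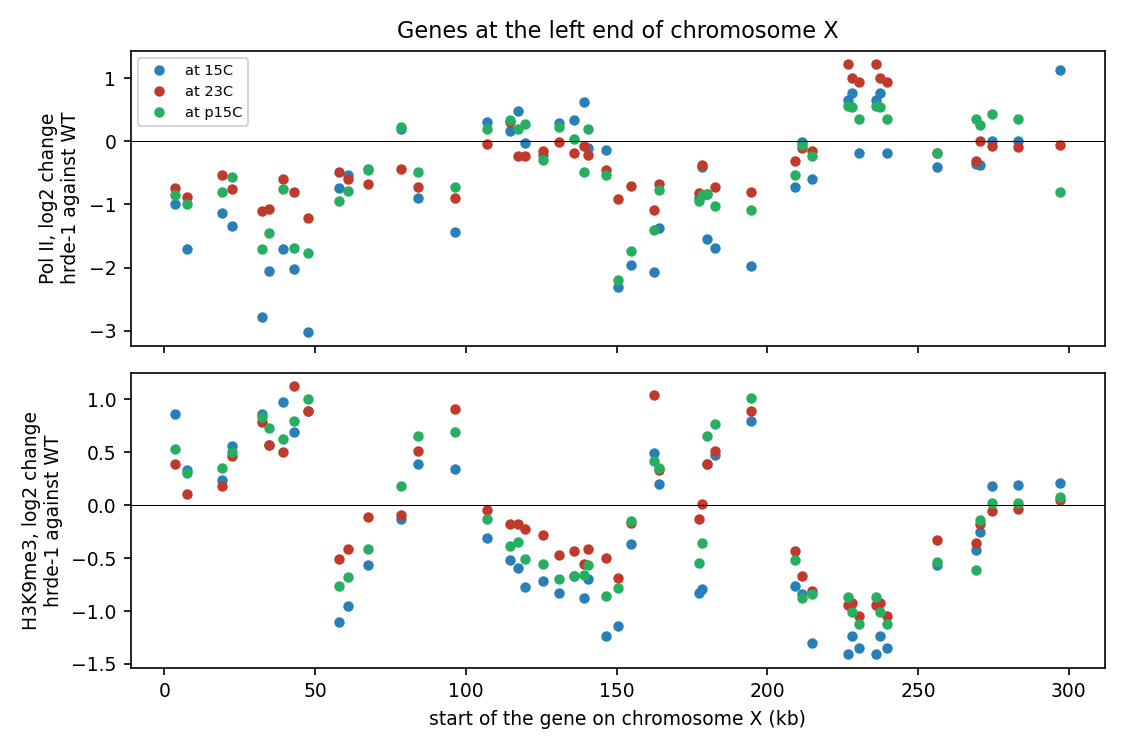
Log2 change of Pol II (upper panel) and H3K9me3 (lower panel) in hrde-1 against WT for genes at the left end of chromosome X, plotted by gene start (kb), with 1 point per gene and phase. The falls in Pol II are deepest at 15C, down to -3.02 at Y73B3A.20.

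For H3K9me3 the question was where HRDE-1 is needed for heterochromatin. At 23C H3K9me3 fell over 169 genes in hrde-1 and rose over 2 of 20167. sosi-1 (I:4460147-4462705) had 5.3 ± 0.484 RPKM in hrde-1 against 43.6 ± 2.91 in WT (SD, n = 3 each; log2 change -2.82), while its Pol II signal rose by 3.23. Y20F4.8 had 3.67 ± 0.558 against 31.2 ± 3.29, F37H8.2 3.25 ± 0.652 against 26.3 ± 4.37, and Y23H5A.8 fell by 2.7 on the log2 scale. F15D4.4 (II:13239154-13243023) had the largest fall, from 11.8 ± 0.692 in WT to 0.12 ± 0.0745, but its input was lower too (log2 change -3.23). Of the 39 high-stringent NHGs 14 fell (14 adjusted over the list alone; median -0.88, fry adjusted p = 0.00011, adjusted p = 0.0033 with an estimated correlation), including F58H7.5 (log2 change -1.71, SE 0.18, 41.3 ± 3.51 RPKM in WT), ZC15.3 (15.7 ± 4.81 against 46 ± 5.8), T11F9.10 (-1.81), F57G4.9 (-1.74), srh-1 (-1.73), Y77E11A.3 (-1.73), Y53F4B.10 (-1.56) and fbxb-14 (-1.47). Those near an LTR had 8 of 17 and the others 6 of 22 called, the same counts adjusted over the list alone. Of the cumulative NHGs 4 of 6 fell (4 adjusted over the list alone), with F40D4.13 (-0.88) and F41G4.7 (-0.66) not called. col-157 fell from 29.3 ± 3.48 to 6.37 ± 1.64. Of 357 F-box genes 7 fell, led by fbxa-139 (-2.24), fbxa-192 (-1.65), fbxb-85 (-1.47) and fbxa-203 (-1.4), and the list passed (7 adjusted over the list alone; fry adjusted p = 0.011, 0.11 after median centring). hrde-1, hsp-16.48 and fat-7 had log2 changes of -0.03, -0.15 and -0.04. ZC15.10 (-1.07) and C18D4.6 (-1.23) were called, the first not without WT 23C-G6 or hrde-1 23C-G4. The H3K9me3 falls lay at 93 loci, 64 of the 169 had whole reads in most libraries, against 15063 of 20167 tested, and 36 were not protein coding. Subtraction of input changed the calls to 30 rises and 103 falls, and ended 9 of the 22 calls of named genes, among them F15D4.4, F58H7.5, ZC15.3, Y77E11A.3 and Y53F4B.10. ZC15.3 then stood at -0.15, and the cumulative NHGs no longer passed as a list (median -0.41, fry adjusted p = 0.28). The yolk and nuclear RNAi lists passed the fry test (adjusted p = 0.01 and 0.053) but not with an estimated correlation (adjusted p = 0.19 and 0.62).

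Genes that gained Pol II were often those that lost H3K9me3. At 23C 66 of the 160 Pol II rises were among the genes whose H3K9me3 fell, against 1.34 for independent lists, and 154 of the 160 had lower H3K9me3 (median log2 change -0.75). The shared counts were 62 at p15C, against 1.49, and 42 at 15C, against 0.97. H3K9me3 fell over 182 genes at p15C and 198 at 15C, where 2 and 20 rose, and 151 and 124 of the 169 falls at 23C were called there, against 1.53 and 1.66. Of the NHGs 14 fell at p15C (14 adjusted over the list alone). At 15C, with 1 library against 1, the median log2 H3K9me3 signal of the high-stringent list differed by -0.96. Its fry test passed there, but not after input subtraction (median log2 change -0.78). That of the NHGs near an LTR did not pass after quantile normalization (-0.34) or input subtraction (-0.86).

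**Figure D4:**
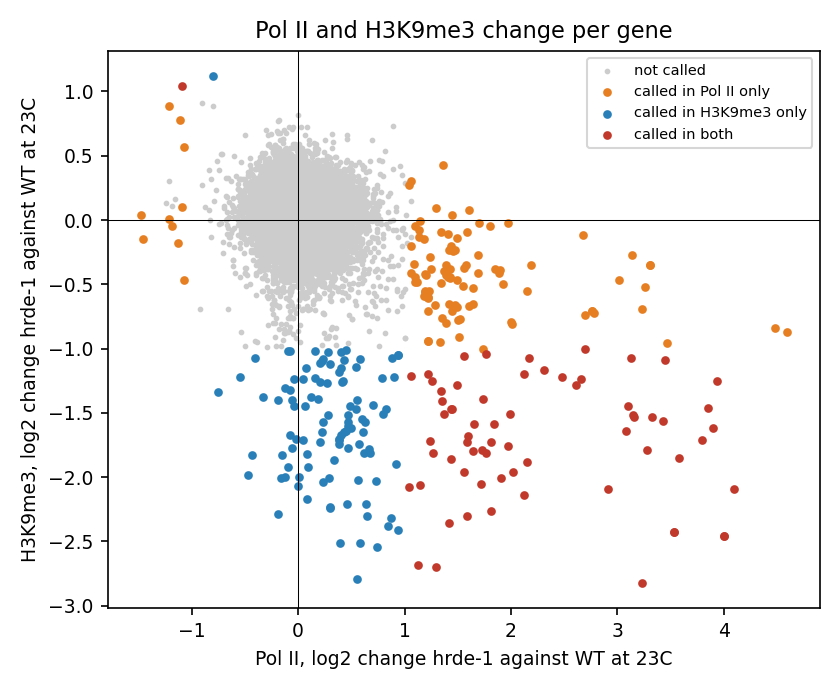
Log2 change in hrde-1 against WT at 23C of Pol II (horizontal axis) and H3K9me3 (vertical axis), 1 point per gene, with genes called in Pol II alone, in H3K9me3 alone and in both in separate colours and genes not called in grey. Genes called higher in Pol II lie mostly below 0 in H3K9me3, 154 of 160 of them.

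Heat itself moved H3K9me3 over few genes. In hrde-1 12 genes fell and 1 rose at 23C against 15C-G3: agt-2, an alkylguanine DNA alkyltransferase gene, rose (0.42 to 2.22 ± 0.523 RPKM, n = 3), and C33C12.11 (log2 change -1.26), Y20F4.8 (-1.17), the NHGs F57G4.9 (-1.14) and fbxa-107 (-1.06), and F07B7.2 with its identical copy W09B7.2 (12.9 to 5.46 ± 0.188) were among those that fell. In WT 10 genes fell and 0 rose, led by Y110A7A.21 (8.29 to 2.63 ± 0.436), R07E5.11 (-1.33), C06A5.4 (31.8 to 14.2 ± 2.49), fbxa-11 (24.7 to 11 ± 1.32), F43G6.3 (-1.1) and fbxa-67 (-1.09). Of the high-stringent NHGs 2 fell in hrde-1 (3 adjusted over the list alone; median -0.29, fry adjusted p = 0.15) and 0 in WT (0 adjusted over the list alone; median -0.1, fry adjusted p = 0.77), and the test of the difference called 0 genes with limma (1275 at an unadjusted p under 0.05). Without hrde-1 23C-G2 the list passed in hrde-1 (fry adjusted p = 0.061) and 33 genes were called, with 5 without hrde-1 23C-G4 and 0 without hrde-1 23C-G6 or after median centring. The high-stringent list in hrde-1 also passed after quantile normalization (median -0.34) and with whole reads only (-0.2). The call of F57G4.9 was also lost without WT 23C-G4 or any 1 of the 4 p15C libraries. Input subtraction or the baseline of 15C-G3 and both p15C generations left 0 called in either genotype. In WT 16 were called without WT 23C-G2, 0 without WT 23C-G6, and 1 rise and 4 falls after quantile normalization, while fbxa-11 was lost without WT 23C-G2 and Y110A7A.21 without WT 23C-G4. At p15C in hrde-1 srh-183 (15.7 to 2.74 ± 0.913, n = 2) and srh-173 (20.8 to 4 ± 0.47) fell, with input changes of -1.64 and -0.89, and neither without hrde-1 p15C-G2. In WT 0 genes were called at p15C with limma (1468 at an unadjusted p under 0.05, smallest adjusted p 0.105), and the difference between genotypes called 0 with limma (926 at an unadjusted p under 0.05). Those counts were 1 without WT 23C-G6 or hrde-1 23C-G2 for WT, and 1 and 2 without hrde-1 23C-G2 and hrde-1 23C-G6 for the difference.

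Taken generation by generation, the median log2 Pol II signal of the high-stringent NHGs was higher in hrde-1 than in WT at 6 of 6 generations, by 0.53 at 15C-G3, 1.66, 2.03 and 1.76 at 23C-G2, 23C-G4 and 23C-G6, and 1.2 and 1.29 at p15C-G1 and p15C-G2 (mean 1.41, SD 0.53, exact sign-flip p = 0.0312, the smallest that 6 generations allow). The mean difference was 2.38 (SD 0.67) for the NHGs near an LTR and 0.94 (SD 0.37) for the others. The study chose these genes partly for mRNA at least 2-fold higher in hrde-1 than in WT at 23 °C. This direction of Pol II is therefore not independent evidence. H3K9me3 was lower at 6 of 6 generations, by mean differences of -1.03, -1.09 and -0.56 for the 3 lists (exact p = 0.0312 each). Input differed by -0.07, -0.31 and 0.07 (exact p = 0.219, 0.156 and 0.375). Near an LTR the input difference was -0.7, -0.42 and -0.7 at 23C-G2, 23C-G4 and 23C-G6. It was 0.3 at 15C-G3, and -0.52 and 0.16 at p15C-G1 and p15C-G2. The H3K9me3 difference of that list was -0.61, -1.17 and -1.29 at 23C, so at 23C-G2 input fell at least as much. The median H3K9me3 signal of the high-stringent NHGs was 23.6 to 29 RPKM in WT and 10.2 to 14.4 in hrde-1, where the median of all genes was 7.53 and 8.01 in the 15C-G3 libraries of WT and hrde-1. That placed the list at percentile 100 of random lists matched on input in all libraries but hrde-1 23C-G6 (99.6). Near an LTR the medians were 33 to 45.3 in WT and 14.2 to 24.4 in hrde-1, and for the others the mean log2 level was 4.07 ± 0.08 in WT and 3.51 ± 0.17 in hrde-1 (SD, n = 6 each), at percentiles from 86.6 to 100.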

Values the study reported

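For its set of 288 NHGs, the study reported median ratios of Pol II to the 15C-G3 level of 1.52, 2.55 and 2.65 at 23C-G2, 23C-G4 and 23C-G6 in the hrde-1 mutant, and of 0.84, 1.26 and 1.59 in WT. After the return to the lower temperature, it gave medians of 2.0 and 1.7 for the first and second generations in hrde-1, and 1.2 and 1.1 in WT.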

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

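The test of reads shared between copies, that of input at F15D4.4 and that of the embryonic list were chosen only after the result each measures was seen, as was the fit of the interactions with the generations paired.

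The response to heat differed between genotypes at 1 gene and in 4 overlapping lists of NHGs when the difference itself was tested without pairing the generations. The study chose the NHGs on mRNA for heat induction in hrde-1 but not in WT, so this direction is not independent evidence. Y53F4B.10, an NHG not near an LTR, rose more in hrde-1 by 2.63 on the log2 scale (limma adjusted p = 0.064), with 2.75 to 3.95 RPKM of Pol II over the 6 WT libraries and 7.64 to 53.1 over the 6 of hrde-1. The median difference was 0.81 for the high-stringent NHGs, 1.08 for those near an LTR and 1.23 for the cumulative NHGs (fry adjusted p = 0.059 each). For the NHGs not near an LTR it was 0.39 (fry adjusted p = 0.066). The call of Y53F4B.10 was lost without WT 23C-G6, WT p15C-G1, WT p15C-G2, hrde-1 23C-G4 or hrde-1 23C-G6, where 0 genes were called. The 4 list tests did not pass without WT 23C-G2, WT 23C-G4, hrde-1 23C-G4 or hrde-1 23C-G6 (adjusted p = 0.13 to 0.2), and that of the cumulative NHGs also not without WT p15C-G1 or WT p15C-G2 (0.11 each). With 23C-G4 and 23C-G6 alone 184 genes were called, 140 higher and 44 lower in hrde-1, and with the generations paired in a replicate block 283, 188 higher and 95 lower, Y53F4B.10 in each (limma adjusted p = 2.3e-08 and 0.0018). All 4 lists passed with the pairing (0.044 for 3 and 0.045 for the cumulative NHGs, but adjusted p = 0.13 each with an estimated correlation), none with 23C-G4 and 23C-G6 alone (0.11 each), 2 did not with whole reads only (0.11 for the high-stringent NHGs, 0.52 for those not near an LTR), 2 not after input subtraction (0.12 each for the cumulative NHGs and those not near an LTR), and the cumulative NHGs not without both p15C-G1 libraries (0.13).

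Pol II over 160 genes was higher in hrde-1 than in WT at 23C. A larger number of DNA copies in the hrde-1 strain was argued against by input, whose median log2 change over these genes was -0.07. Its 95% bootstrap interval of -0.19 to 0.05 resamples genes and does not measure the spread between the input libraries. Reads shared between near-identical copies were argued against as the whole cause, since 43.8% of the genes had whole reads in most libraries, but 15040 of the 20116 genes tested did, so shared reads stay open for the others. Of the 10 splits of the 6 libraries into 3 and 3, too few for a share under 0.05, 2 called at least as many genes as the real one, with 171 for the real split and 265 for the highest other, WT 23C-G2, WT 23C-G4 and hrde-1 23C-G2 against the rest. That split parts 1 pair of libraries of a generation and points to a structure of the samples by generation, while the real split parts 3 pairs and the 3 others that part as many called 0. The genotype stays open as a biological explanation, which 1 strain per genotype leaves inseparable from other differences between the strains.

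H3K9me3 over 169 genes was lower in hrde-1 at 23C. Fewer DNA copies were argued against for these genes as a set by a median log2 change of input of -0.05 (-0.24 to 0.05). They stay open for the NHGs near an LTR, whose input differed by -0.7, -0.42 and -0.7 at 23C-G2, 23C-G4 and 23C-G6. Weaker enrichment of the hrde-1 libraries was argued against as the whole cause by a median of -0.14 (-0.15 to -0.13) over 1963 uncalled genes of high H3K9me3. Leaving out called genes draws that median toward 0. The SD of log2 values over genes was 0.73 to 0.79 in the hrde-1 libraries and 0.8 to 0.91 in WT, so a smaller loss of enrichment stays open. At F15D4.4 input changed by -3.23 (limma confidence interval -4.46 to -1.99), so a deletion or a lower copy number in the hrde-1 strain is a candidate explanation there. Only 1 of the 10 splits, the real one, called as many genes, with 171 for the real split and 0 for the highest other, and 10 splits are too few for a share under 0.05. Loss of HRDE-1 remains a hypothesis for the other genes, found and tested on the same data.

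Pol II of the high-stringent NHGs lay above its 15C-G3 level in both p15C libraries of hrde-1. Lower enrichment of those libraries was argued against, since the list stood at percentile 100 of random lists of matched level in both. In the study the hrde-1 brood size, counted on single worms, fell under heat and was back at its level before heat in the p15C generations. The embryonic list stood at percentile 99.5 or higher in both p15C libraries, which does not test whether embryos raise the NHGs. Its mean ratio to 15C-G3 over the 5 later hrde-1 libraries was 1.44 ± 0.263 (SD). That was below the 1.98 ± 0.262 of the high-stringent NHGs, with 2.65 ± 0.425 near an LTR and 1.71 ± 0.305 for the others. Whether the NHGs respond more to embryos than this list does was not tested. A larger share of embryos in the later hrde-1 cultures therefore stays open as a candidate explanation. Change that persists after heat stays open beside it: the difference between genotypes in this change did not pass its test (fry adjusted p = 0.32), but passed after median centring (0.02) or quantile normalization (0.066), without hrde-1 p15C-G2 (0.06) and with the generations paired (0.079), where the embryonic list passed too (0.063), though neither of the 2 did then with an estimated correlation (adjusted p = 0.21 each).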

How the results depend on the processing

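The fits restricted to genes with whole reads, without both p15C-G1 libraries, with only the 6 libraries of 23C, and with the replicate block at p15C, at 15C and for the interactions were chosen after seeing the data. The other alternatives were planned. Over all alternatives, 3415 values of named genes kept their side of the threshold and direction, 289 were no longer called, 28 became called and 1 reversed. Of the list tests 2737 kept theirs, 99 no longer passed and 34 came to pass. Of the counts 316 stayed within 1.5 times and 139 did not, and 102 list medians kept their side. Of the list changes 56 stayed within their spread and 14 moved, and of the H3K9me3 levels 23 stayed and 1 moved. For the medians the threshold was 0.1, since leaving out 1 library leaves 5 generations, which allow no exact p under 0.05. List changes and levels were not recomputed without single libraries. A left-out library that leaves 1 in an arm assumes that the lone library varies like the others. The replicate block called 180, 292 and 609 Pol II genes for hrde-1 against WT at 23C, p15C and 15C, with all 171, 191 and 112 called without it among them, 283 for the heat interaction and 299 for the persistence interaction. For H3K9me3, where the libraries were not taken as paired, it called 171, 184 and 229, and 0 for each interaction. It changed no call of a named gene at 23C and no Pol II list test but those given above with it and the persistence tests of the other NHG lists (0.079 each, but 0.21, 0.21 and 0.33 with an estimated correlation for those near an LTR, the cumulative and those not near). For H3K9me3 the muscle list at 23C (0.093) and the neuron and C-type lectin lists at p15C (0.09 and 0.021) came to pass, with an estimated correlation only the lectins (adjusted p = 0.71, 0.64 and 0.056), and the cumulative NHGs and F-box genes at 15C no longer did (0.14 each). With the block and an estimated correlation the cumulative NHGs and F-box genes at 23C (adjusted p = 0.11 and 0.12) and the other 3 NHG lists at 15C (0.24 each) did not pass either. The cause was not tested where none is given, and the input depth of 0.221 to 1.31 M reads limits what its subtraction can show.

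Counts below are of called genes, Pol II first. With 23C-G4 and 23C-G6 alone heat called 741 in hrde-1, 205 in WT and 184 for the interaction, and for H3K9me3 37, 23 and 0. At an adjusted p of 0.05 heat called 22 and 0, p15C 0 in hrde-1 and 5 in WT, and the heat interaction 0; H3K9me3 heat in hrde-1 called 8. With the baseline of 15C-G3 and p15C, heat called 11 in each genotype, and 0 in each for H3K9me3. Without both p15C-G1 libraries heat called 13 in hrde-1 and 0 in WT, p15C 0 in each, hrde-1 against WT at p15C 78 and the heat interaction 0. Without a trend in eBayes heat called 19 and 0, p15C 0 in each and the interaction 0; H3K9me3 p15C in WT called 1 and input 2. With whole reads only, where fewer genes were tested, hrde-1 against WT called 75, 91 and 35 at 23C, p15C and 15C, heat in hrde-1 30 and p15C in hrde-1 6. The H3K9me3 counts were 64, 66 and 88, with 6 for heat in hrde-1 and 1 for p15C in each genotype.

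After input subtraction hrde-1 against WT called 109, 44 and 13 at 23C, p15C and 15C, heat 1 in hrde-1 and 0 in WT, p15C 0 in each and the interaction 0. For H3K9me3 heat called 0 in each, p15C in hrde-1 0, and hrde-1 against WT 15 at p15C and 0 at 15C. The change of col-124 with heat in hrde-1 reversed to 0.01. The Pol II list tests of hrde-1 against WT at 15C no longer passed for the high-stringent NHGs (median 0.38) and those near an LTR (0.86). Nor did the H3K9me3 tests at 15C for the NHGs not near an LTR (-0.69) and the cumulative NHGs (-0.76). The list changes against 15C-G3 were 1.42 for WT near an LTR, 1.21 for WT histone, 1.35 for WT yolk, 2.41 for hrde-1 high-stringent, 4.23 for hrde-1 near an LTR and 0.926 for hrde-1 yolk. With median centring heat in WT called 0, p15C 5 in hrde-1 and 11 in WT, and the interaction 4; H3K9me3 heat and p15C in hrde-1 called 0. The WT list changes were then 1.01 high-stringent, 1.03 near an LTR, 0.999 not near, 0.831 embryonic and 0.984 fatty acid, and 1.68 for hrde-1 high-stringent. Quantile normalization gave 23 and 1 for heat, 0 and 2 for p15C in hrde-1 and WT and 0 for the interaction; H3K9me3 heat in WT called 5 and input 1. Without a fold minimum H3K9me3 called 748, 551 and 353 for hrde-1 against WT at 23C, p15C and 15C, and 31 and 26 for heat in hrde-1 and WT. A pseudocount of 0.5 left 0 for p15C in hrde-1. A pseudocount of 2 gave for H3K9me3 6 and 6 for heat and 1 for p15C in WT, input 2, WT list changes of 1.17 high-stringent and 1.16 not near, and a WT H3K9me3 level of 4.16 not near an LTR. Input called 4 with the replicate block and 1 on the 6 libraries of 23C.

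With each library left out in turn, Pol II called 164 to 194 for hrde-1 against WT at 23C, 107 to 230 at p15C and 105 to 168 at 15C, 17 to 338 for heat in hrde-1, 0 to 9 in WT, 0 to 12 for p15C in hrde-1, 0 to 138 in WT, 0 to 5 for the heat interaction and 0 to 3 for the persistence interaction. The H3K9me3 counts were 164 to 184, 164 to 201 and 211 to 234, 0 to 33 and 0 to 16 for heat, 0 to 2 and 0 to 1 for p15C, 0 for the heat interaction and 0 to 2 for the persistence interaction. Input called 0 to 15, with 15 without hrde-1 23C-G2. The list medians ranged from 1.29 to 1.59 high-stringent, 2.29 to 2.65 near an LTR and 0.83 to 1.02 not near for Pol II, and from -1.07 to -0.95, -1.19 to -1.04 and -0.62 to -0.51 for H3K9me3.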

Other observations

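Without the 23C-G2 libraries, more genes were called for heat in both genotypes. This alternative was planned, but its lists were read after the counts were seen. As in the main fits, stage or age at collection cannot be told apart from heat. A count of calls depends on the spread between libraries as well as on the size of the changes. Against 15C-G3, Pol II at 23C-G4 and 23C-G6 rose over 649 genes and fell over 92 in hrde-1, and rose over 170 and fell over 35 in WT, with 73 rises and 18 falls shared, against 5.48 and 0.16 for independent lists. Part of this overlap can come from what the libraries of a generation share, which those values leave out. Of 70 histone genes 43 rose and 1 fell in hrde-1 (median 1.62, fry adjusted p = 0.045, adjusted p = 0.36 with an estimated correlation), led by his-20 (log2 change 2.56, SE 0.25, limma adjusted p = 2.8e-10), his-54 (2.53) and his-24 (2.4), while his-67 fell (-1.11). In WT 1 rose and 2 fell (median 0.19). The difference between genotypes called 31 of the 70 as higher in hrde-1 (43 adjusted over the list alone, median 1.37), but the list did not pass (fry adjusted p = 0.18). Since some histone genes shared their values with another, these counts are not all of separate genes. The Pol II signal of his-20 ran from 14.4 to 91 RPKM over the 6 hrde-1 libraries and from 20.2 to 74.7 in WT.

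Yolk protein genes, which the adult intestine expresses, went the other way. In hrde-1 5 of 12 yolk and intestine genes fell (7 adjusted over the list alone; median -1.04, fry adjusted p = 0.0069, adjusted p = 0.09 with an estimated correlation), with vit-3 at -2.13 (SE 0.28, limma adjusted p = 2.6e-07), vit-4 at -1.92, vit-5 at -1.74 and vit-1 at -1.47. In WT 0 were called (median -0.41), and the difference between genotypes called 2 as lower in hrde-1 (4 adjusted over the list alone, median -0.67, fry adjusted p = 0.11). vit-3 had 19.7 to 120 RPKM in hrde-1 and 51.5 to 90.2 in WT. Of 44 zygotic embryonic genes 11 rose in hrde-1 (median 0.53, fry adjusted p = 0.045, adjusted p = 0.27 with an estimated correlation), among them sdz-5 (1.52), sdz-28 (1.46), sdz-4 (1.34), tbx-11 (1.2) and tbx-2 (1.01), while 0 were called in WT (median 0.15) and 0 for the difference between genotypes (7 higher adjusted over the list alone, median 0.46, fry adjusted p = 0.25). Of the 39 high-stringent NHGs 21 rose in hrde-1 (21 adjusted over the list alone; median 1.02, fry adjusted p = 0.011, adjusted p = 0.14 with an estimated correlation) and 1 in WT, and 12 rose more in hrde-1 (14 adjusted over the list alone, median difference 0.67, fry adjusted p = 0.11). Of 357 F-box genes 52 rose in hrde-1 (57 adjusted over the list alone; median 0.49, fry adjusted p = 0.11) and 4 in WT, and the difference called 9 as higher (17 higher and 1 lower adjusted over the list alone, fry adjusted p = 0.6). Cuticle collagen genes went both ways in hrde-1, with 6 rises and 10 falls, 8 rose in WT, and the difference called 1 as higher and 9 as lower (fry adjusted p = 0.83). H3K9me3 in the same comparison had 5 rises and 32 falls in hrde-1 and 4 and 19 in WT.

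Input held a few genes far from the rest. T27A1.1 was the highest gene of every input library, at 594 to 6620 RPKM in WT and 68.9 to 22700 in hrde-1. F15D4.4 had 7.01 to 16.7 RPKM of input in WT and 0.182 to 0.93 in hrde-1, and 0.815 to 2.74 against 0.0555 to 0.14 of Pol II. Input of srh-173 and srh-183 in hrde-1 ran from 0.823 to 13.5 and from 0.962 to 8.54. The longer NHG list of the study was not used here, so the ratios to 15C-G3 given above for the high-stringent NHGs measure another list.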
